# Long non-coding RNAs and mRNAs profiling during spleen development in pig

**DOI:** 10.1371/journal.pone.0193552

**Published:** 2018-03-14

**Authors:** Tiandong Che, Diyan Li, Long Jin, Yuhua Fu, Yingkai Liu, Pengliang Liu, Yixin Wang, Qianzi Tang, Jideng Ma, Xun Wang, Anan Jiang, Xuewei Li, Mingzhou Li

## Abstract

Genome-wide transcriptomic studies in humans and mice have become extensive and mature. However, a comprehensive and systematic understanding of protein-coding genes and long non-coding RNAs (lncRNAs) expressed during pig spleen development has not been achieved. LncRNAs are known to participate in regulatory networks for an array of biological processes. Here, we constructed 18 RNA libraries from developing fetal pig spleen (55 days before birth), postnatal pig spleens (0, 30, 180 days and 2 years after birth), and the samples from the 2-year-old Wild Boar. A total of 15,040 lncRNA transcripts were identified among these samples. We found that the temporal expression pattern of lncRNAs was more restricted than observed for protein-coding genes. Time-series analysis showed two large modules for protein-coding genes and lncRNAs. The up-regulated module was enriched for genes related to immune and inflammatory function, while the down-regulated module was enriched for cell proliferation processes such as cell division and DNA replication. Co-expression networks indicated the functional relatedness between protein-coding genes and lncRNAs, which were enriched for similar functions over the series of time points examined. We identified numerous differentially expressed protein-coding genes and lncRNAs in all five developmental stages. Notably, ceruloplasmin precursor (*CP*), a protein-coding gene participating in antioxidant and iron transport processes, was differentially expressed in all stages. This study provides the first catalog of the developing pig spleen, and contributes to a fuller understanding of the molecular mechanisms underpinning mammalian spleen development.

## Introduction

The developmental complexity of organisms arises from elaborate gene regulation rather than an increase in the number of protein-coding genes [1]. Systematic transcriptome analyses by deep sequencing of human cell lines have revealed that ~75% of the human genome is transcribed into primary transcripts, but less than 3% of the genome accounts for protein-coding transcripts [2]. This means that the vast majority of the mammalian genome generates non-coding RNAs (ncRNAs). Long non-coding RNAs (lncRNAs) are defined as ncRNAs with a length longer than 200 nt. It has been proposed that lncRNAs may serve as versatile regulators of diverse aspects of biology in physiological and pathological contexts [3,4]. At present, a large number of lncRNAs has been discovered in mammals [5–9], and many play an important role in biological processes such as X-chromosome inactivation [10], genomic imprinting [11], disease [3], cell differentiation and development [3,12].

Pigs (*Sus scrofa*) are domesticated in multiple centers across Eurasia [13,14], where they are important for agricultural economics. To date, over ten genomes of pig breeds with distinct phenotypes have been published [15–19], constituting a huge resource to understand whole genome characteristics of this species. Moreover, pigs have been employed as a biomedical model for research on human diseases [20–22]. Spleen, the secondary lymphoid organ, has functions in iron metabolism, immunization and hematopoiesis [23]. However, very little transcriptomic research on pig spleen has been published. To improve the robustness and resilience of pigs against pathogens through selection, a better understanding of transcriptomic factors involved in the immune response is required [24].

Here, we report the systematic identification and characterization of lncRNAs in pig spleen during five developmental stages using an Illumina HiSeq platform. A total of 15,040 lncRNAs were identified. To the best of our knowledge, no other report describing spleen lncRNAs and their biological function in pigs is currently available. Our results not only provide a useful resource for better understanding the regulatory functions of lncRNAs in pig and annotation of the pig genome, but also they contribute to better comprehension of mammalian spleen development.

## Materials and methods

### Animals and sample collection

Three healthy female pigs (Rongchang pig, a Chinese indigenous breed in Rongchang, Chongqing) were examined at each of the five developmental stages in this study, including E55d (55 days before birth), B0d (just after birth), W30d (weaned for 30 days), A180d (180 days of age) and A2Y (2 years of age). In addition, three 2-year old female Wild Boars (WB) were included, which were collected from Ya’an, Sichuan. The spleen was rapidly dissected from each carcass and immediately frozen in liquid nitrogen. All samples were stored at −80°C until total RNA extraction. Animals were humanely killed to ameliorate suffering by intravenous injection with 2% pentobarbital sodium (25 mg/Kg). All experimental procedures and sample collection in this study were approved by the Institutional Animal Care and Use Committee (IACUC) of Sichuan Agricultural University, under permit No. DKY-B20141401.

### RNA-seq

Total RNA was isolated using a standard Trizol (Invitrogen) protocol. Genomic DNA was removed using DNaseI. Eighteen strand-specific cDNA libraries for paired-end 150 bp sequencing were prepared using dUTP protocols. Libraries were sequenced on Illumina’s HiSeq platform. More than 10 Gb of high quality data were obtained per library.

### Identification of lncRNAs

To obtain high quality lncRNAs, we replaced the heterosome of the reference genome with the newest version [25]. The filtered clean reads were mapped to the new reference genome using Tophat version 2.0.11 [26]. Transcripts were assembled by Stringtie version 1.3.3 [27]. Transcripts with lengths < 200 nt were filtered. Next, assembled transcripts from each sample were merged into a consensus transcriptome using previously published custom Python scripts [8]. Cuffcompare version 2.2.1 [28] was used to remove the transcripts that were annotated in the reference as “c” and “=“ (“c” for partial match, and “=“ for full match). Remaining transcripts that contained a known protein-coding domain were removed by Hmmscan [29] and BLASTX. The Coding Potential Calculator (CPC) [30] was used to assess the coding potential of the remaining transcripts, and transcripts with CPC score > 0 were removed. Finally, the remaining transcripts with FPKM > 0 at least in one biological replicate were annotated as lncRNAs.

### Classification of lncRNAs

LncRNAs were classified based on their genomic characterization by FEELnc [31]. The resulting set of lncRNAs was subdivided into five categories: (1) no overlap with other loci, classified as intergenic lncRNAs (lincRNAs); (2) overlap with sense intron; (3) overlap with antisense intron; (4) overlap with sense exon; and (5) overlap with antisense exon. The last four classes include two conditions: (a) the lncRNA contains the intron or exon; (b) the lncRNA is contained within the intron or exon.

### Expression analysis

Stringtie version 1.3.3 were applied to quantify protein-coding genes and lncRNAs expression, and obtained FPKM expression values (denoted as fragments per kb of transcript per Mb of mapped reads). FPKM > 0.1 was used to filter the expressed protein-coding genes [32]. Log_2_ transformed values of (FPKM+1) were used in subsequent analyses. Pearson correlations were calculated across developmental stages. Principal Component Analysis (PCA) was carried out using R.

The Shannon entropy (*H*) [33] is calculated as:

$$H_{g}\;=\;\sum_{1\leq t\leq N}{-P}_{t/g}{\;\text{log}}_{2}\left(P_{t/g}\right)$$

where *P*_*t/g*_ is the relative expression of a gene *g* in a stage *t* relative to its expression given in *N* stages. This value has units of bits ranging from zero, indicating genes expressed in a single stage, to log_2_(*N*), indicating genes expressed uniformly in all developmental stages considered. DESeq2 [34] was applied to detect differentially expressed protein-coding genes and lncRNAs based on the read count produced from FPKM by Stringtie version 1.3.3. Benjamini-adjusted *P* values ≤ 0.05 were identified as DEGs.

### Time-series analysis

Time-series analysis was performed by STEM (Short Time-series Expression Miner) [35]. Significantly enriched model profiles are indicated by different colors (Bonferroni-adjusted *P* values ≤ 0.05). Model profiles of the same color belong to the same cluster of profiles.

### Co-expression networks

A co-expression network was constructed across the five developmental stages by R package WGCNA [36] to analyze sets of protein-coding genes and lncRNAs that were significant for each time point, as evaluated by the R package DESeq2 with a time-series model.

### PSI estimation

Values for PSI (percent spliced in) were calculated as previously described [37]. The PSI value of each annotated exon was obtained at every developmental stage. PCA and Pearson correlations were performed to analyze expression.

### Functional enrichment analyses for genes

The DAVID (Database for Annotation, Visualization and Integrated Discovery) web server was used to perform functional enrichment analysis of Gene Ontology (GO) and KEGG pathway categories. Genes were mapped to their respective human orthologous and the resulting list was submitted to DAVID for enrichment analysis of significant overrepresentation of GO biological processes (GO-BP), molecular function (GO-MF) terminologies, and KEGG pathway categories. During the analysis, the whole gene set was treated as the background. Only terms with Benjamini-adjusted *P* values ≤ 0.05 were considered significant.

## Results

### Identification of lncRNAs in pig spleen

To systematically identify lncRNAs and their spatiotemporal expression profiles during spleen development in pig, we constructed 18 cDNA libraries for strand-specific, paired-end 150 bp sequencing on Illumina’s HiSeq platform, representing five important developmental stages: E55d (55 days before birth), B0d (just after birth), W30d (weaned for 30 days), A180d (180 days old) and A2Y (2 years old, including Wild Boar). 

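Spleen RNA was sequenced in 3 libraries from each of E55d, B0d, W30d, A180d and A2Y of the Rongchang pig, a domestic breed, and in 3 libraries from 2-year-old Wild Boars (WB), which gave 18 libraries in 6 groups. In the paper's S1 Table, the high quality data per library ranged from 10.21 to 12.41 Gb at E55d (median 12.03), from 12.14 to 12.73 Gb at B0d (median 12.2), from 10.32 to 13.57 Gb at W30d (median 12.29), from 10.07 to 11.19 Gb at A180d (median 10.82), from 14.12 to 20.77 Gb at A2Y (median 16.72) and from 10.06 to 10.44 Gb in WB (median 10.1). Every A2Y library had more data than any library of the other groups. For the analysis of expression, the authors mapped the reads, quantified 12913 protein-coding genes and 15040 lncRNAs with StringTie as FPKM, and deposited log2(FPKM+1) for each library, with an empty cell where a lncRNA was not detected. The values are FPKM and not read counts. The low values of lncRNAs show steps, with from 2.12 to 4.68% of the lncRNAs compared at a single ratio between 2 libraries, and the number of reads behind a single value was not recovered from them. One protein-coding gene alone took from 36.9 to 53.6% of the FPKM of all protein-coding genes in 16 of the 18 libraries. A change in so abundant a transcript can move the FPKM of the other genes, which was not tested. In the comparisons of groups, an empty cell was read as FPKM 0, and features with FPKM above 0.1 in at least 3 of the 18 libraries were tested, which kept all 12913 protein-coding genes and 14129 of the lncRNAs. Differences between groups were tested on log2(FPKM+1) with limma, a linear model whose variance estimate is shared across features, with 1 model for the 18 libraries and Benjamini-Hochberg adjustment. A log2 change on this scale understates the change of features with low FPKM. The 3 columns of E55d are numbered 1, 5 and 6, of which only 1 is a number of the paper's sample list, so they were used as 3 libraries of the stage without a replicate number.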

On average, we obtained about ~37.03 Gb of high quality data per stage (S1 Table). We developed a highly stringent step-wise protocol to discard transcripts not possessing all the characteristics of lncRNAs (S1 Fig). We identified putative lncRNAs by considering their homology with known proteins, containment of a known protein-coding domain, and coding potential. In total, we obtained a “high-confidence” set of 15,040 lncRNAs in pig spleen, each of which was expressed in at least one biological replicate (FPKM > 0) (S2 Table). 

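Each of the 15040 lncRNAs had FPKM above 0 in at least 1 of the 18 libraries, and 11356 of them (75.5%) were present in all 6 groups. The number of lncRNAs detected per library had a median of 12350 at E55d, 12629 at B0d, 12447 at W30d, 11195 at A180d, 13110 at A2Y and 11245 in WB. Between libraries of the same group the SD was 167 at E55d, 204 at B0d, 145 at W30d, 271 at A180d, 227 at A2Y and 41.6 in WB (n = 3 each), so that A180d and WB lay below the other groups by more than this spread. A2Y, with the most lncRNAs detected, also had the most data. When a lncRNA was counted as present only above an FPKM of 0.1, 15015 lncRNAs were present, and when it had to be present in at least 2 libraries of a group, 14467 were.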

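In WB, 13046 lncRNAs (86.7% of all) had FPKM above 0 in at least 1 of the 3 libraries. The corresponding numbers were 13580 at E55d, 13838 at B0d, 13904 at W30d, 13058 at A180d and 14316 at A2Y. With an FPKM above 0.1 required, 11331 lncRNAs were present in WB, and 11456 were detected in at least 2 of its libraries.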

We found that 13,047 lncRNAs existed in WB. Among them, 195 lncRNAs were specific to WB, which were not identified in other domestic pig samples in our study.

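With FPKM above 0 in at least 1 WB library and in none of the 15 domestic libraries as the criterion, 32 lncRNAs were found only in WB. Of these, 31 were detected in 1 WB library, 1 was detected in 2 libraries, and 0 were detected in all 3. Their highest FPKM in any WB library had a median of 0.519 and reached 6.69. By the same criterion, 71 lncRNAs were found only at E55d, 58 only at B0d, 53 only at W30d, 20 only at A180d and 85 only at A2Y. Requiring presence in at least 2 libraries of a group changed the WB number most among the alternatives set in advance, to 55. This also loosened absence, since a lncRNA detected in 1 library of a domestic stage no longer counted as present there.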

### Genomic characterization and classification of lncRNAs

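Expression was compared within each library as the median log2(FPKM+1) of all protein-coding genes and of all lncRNAs detected in at least 1 library. Over the 18 libraries this median was 2.40 ± 0.10 (SD, n = 18) for protein-coding genes and 0.41 ± 0.18 (SD, n = 18) for lncRNAs. The difference, lncRNAs minus protein-coding genes, was -1.99 ± 0.23 (SD, n = 18) and was negative in 18 of 18 libraries. A two-sided exact permutation test over the signs of the 18 differences gave p = 7.6e-06, which is the smallest p these libraries allow. A pseudocount of 0.1 moved the difference most, to -3.42, with the same p. Length and exon number were not analysed here.

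**Figure D1:**
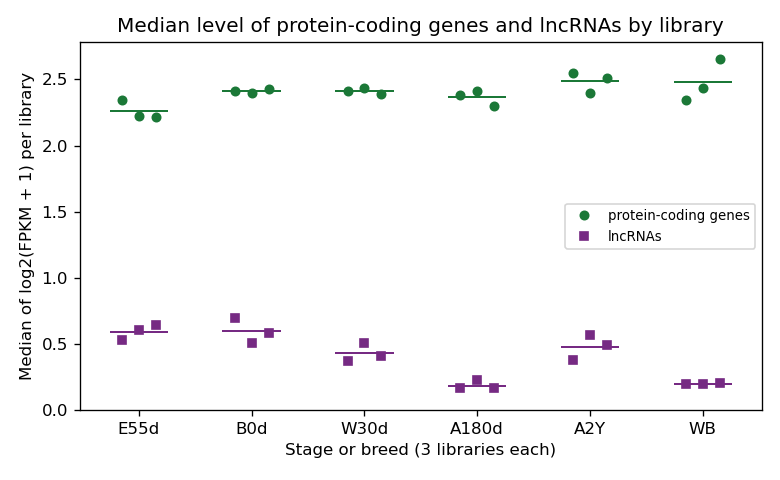
Median log2(FPKM+1) per library (y axis) for protein-coding genes (circles) and lncRNAs (squares) in the 6 groups (x axis), with 3 libraries per group and a line at the group mean. Every lncRNA median lies below every median of protein-coding genes, and the lncRNA medians of A180d and WB, from 0.16 to 0.22, lie below those of the other groups, from 0.37 to 0.70.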

Compared with protein-coding genes, lncRNAs are shorter in length, have fewer exons, and are expressed at lower levels (S2A–S2C and S3 Figs). These phenomenons all exist in domestic pigs and WBs, which are consistent with previous studies in mammals [38–40]. 

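In the 15 domestic libraries alone, the median level of lncRNAs minus that of protein-coding genes was -1.93 ± 0.20 (SD, n = 15), and it was negative in all 15 (two-sided exact permutation test over the signs, p = 6.1e-05, the smallest p that 15 libraries allow). In WB the median was 2.48 ± 0.16 (SD, n = 3) for protein-coding genes and 0.20 ± 0.0060 (SD, n = 3) for lncRNAs, and the difference was -2.28 ± 0.15 (SD, n = 3). All 3 WB libraries had the same direction, but the exact permutation test cannot give a p below 0.25 with 3 libraries, and p was 0.25.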

According to their genomic location, results of FEELnc analysis for the best lncRNA-mRNA partner interaction of each of 12,188 identified lncRNAs could be partitioned into five groups: 9,063 intergenic lncRNAs (lincRNAs) without any gene overlap, 1,195 sense exon-overlapping lncRNAs, 568 antisense exon-overlapping lncRNAs, 268 sense intron-overlapping lncRNAs, and 1,094 antisense intron-overlapping lncRNAs (S2D Fig). Functional enrichment analysis was performed on genes whose exon or intron overlapped with lncRNAs. The results showed that T cell activation involved in immune response (GO:0002286), humoral immune response (GO:0006959), adaptive immune response (GO:0002250), and blood coagulation (GO:0007596) were significantly enriched for genes with intron-overlapping lncRNAs (S3 Table).

### Expression profiles of protein-coding genes and lncRNAs

Based on expression profiles (S2 and S4 Tables), we observed that samples not only could be separated by different developmental stages, but also could be distinguished between A2Y domestic pig and WB, indicating that both protein-coding genes and lncRNAs are expressed in a stage-specific manner (Fig 1 and S4 Fig). 

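Libraries of the same group had a mean Pearson correlation of log2(FPKM+1) of 0.968 for protein-coding genes and 0.882 for lncRNAs, against 0.875 and 0.728 between libraries of different groups. The excess of the within-group mean was 0.0923 for protein-coding genes and 0.155 for lncRNAs, and in a one-sided permutation test of the group labels (100000 permutations) p was 1e-05 for both, the smallest p these permutations can give. With Spearman correlation, which moved these values most, the excess was 0.112 and 0.211. For A2Y and WB alone, the mean within-group correlation was 0.970 for protein-coding genes and 0.886 for lncRNAs, against 0.938 and 0.803 between the breeds. Every pair of libraries within A2Y or within WB correlated more strongly than every A2Y-WB pair, for protein-coding genes (at least 0.958 against at most 0.954) and for lncRNAs (at least 0.865 against at most 0.828). The exact permutation test over the 10 splits of these 6 libraries gave p = 0.1 for both, the smallest p that 3 libraries against 3 allow. The first 2 principal components held 52.1 and 13.2% of the variance for protein-coding genes and 42.9 and 16.7% for lncRNAs. From the separation of the libraries by stage and of A2Y from WB, the paper concludes that both protein-coding genes and lncRNAs are expressed in a stage-specific manner.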

To follow the expression dynamics of lncRNAs and protein-coding genes as development proceeds, we calculated Pearson correlations between each pair of samples based on the expression profiles of all five developmental stages. This resulted in the discovery of two interesting phenomenon. First, comparison of independently clustered expression profiles of samples revealed that both protein-coding genes and lncRNAs could be grouped into three broad classes (Fig 2A): (1) samples from the embryonic development stage (E55d) were congregated, (2) samples from the suckling period (B0d and W30d) were clustered, and (3) samples from the late stage of development (A180d and A2Y) formed the last group.

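Hierarchical clustering of the 15 domestic libraries (1 minus Pearson r, average linkage, 3 clusters) placed 14 of 15 libraries in the 3 classes, for protein-coding genes as well as for lncRNAs. The exception was the same library in both, the second W30d library, which fell with the A180d and A2Y libraries. E55d was the most distant stage. Its mean correlation for protein-coding genes was 0.885 with B0d, 0.844 with W30d, 0.764 with A180d and 0.770 with A2Y, and the correlations among its own libraries lay between 0.985 and 0.986. Among the W30d libraries the correlations were more spread, from 0.932 to 0.983 for protein-coding genes and from 0.797 to 0.901 for lncRNAs. With complete linkage, 12 of 15 libraries were placed in the 3 classes by lncRNAs.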

**Fig 1:**
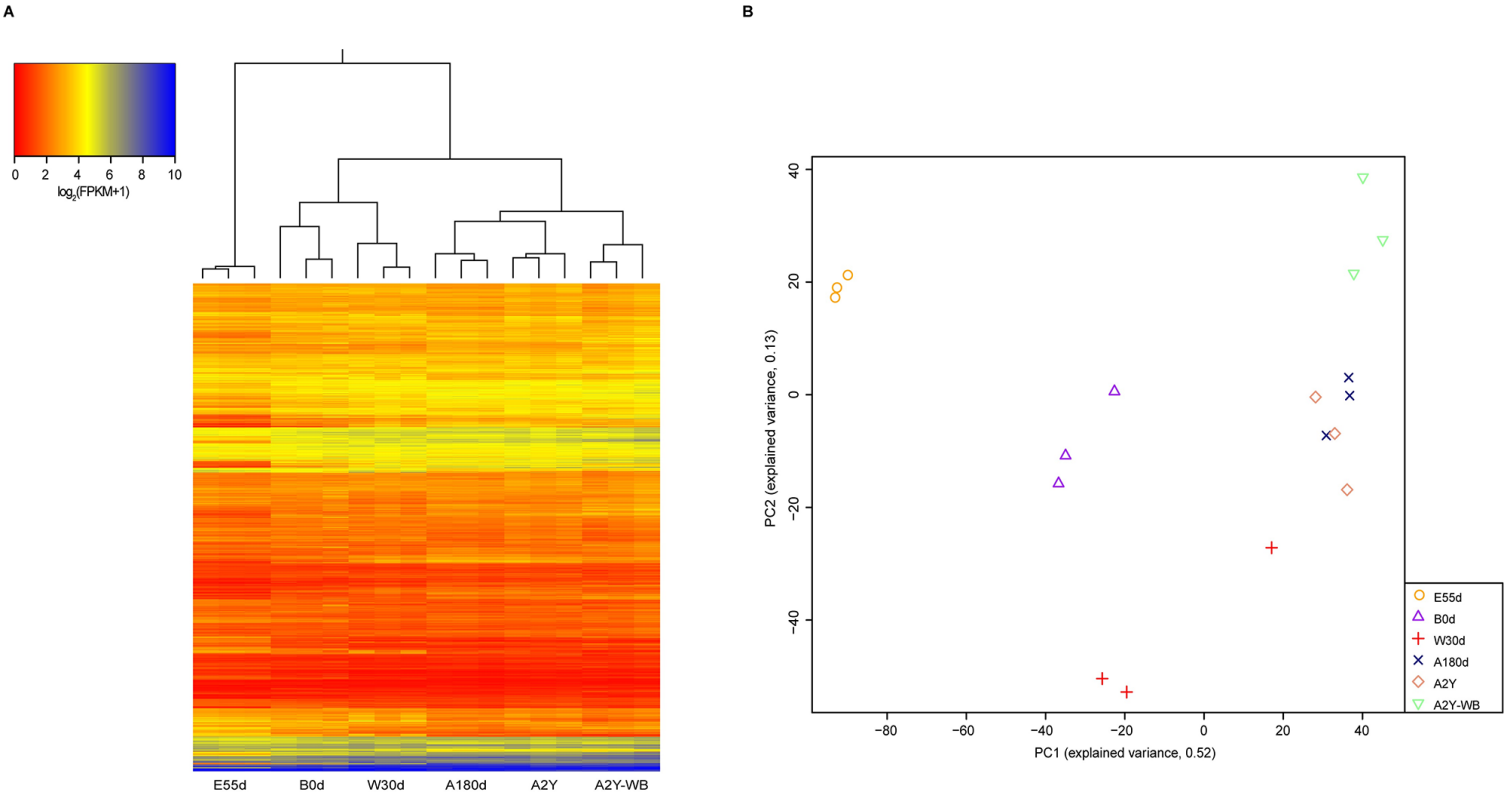
Expression profile and PCA of protein-coding genes. (A) Heat map showing the expression profile of protein-coding genes. The top panel is the tree constructed by Pearson correlation. (B) Two-way PCA plot of protein-coding genes based on expression profile.

**Fig 2:**
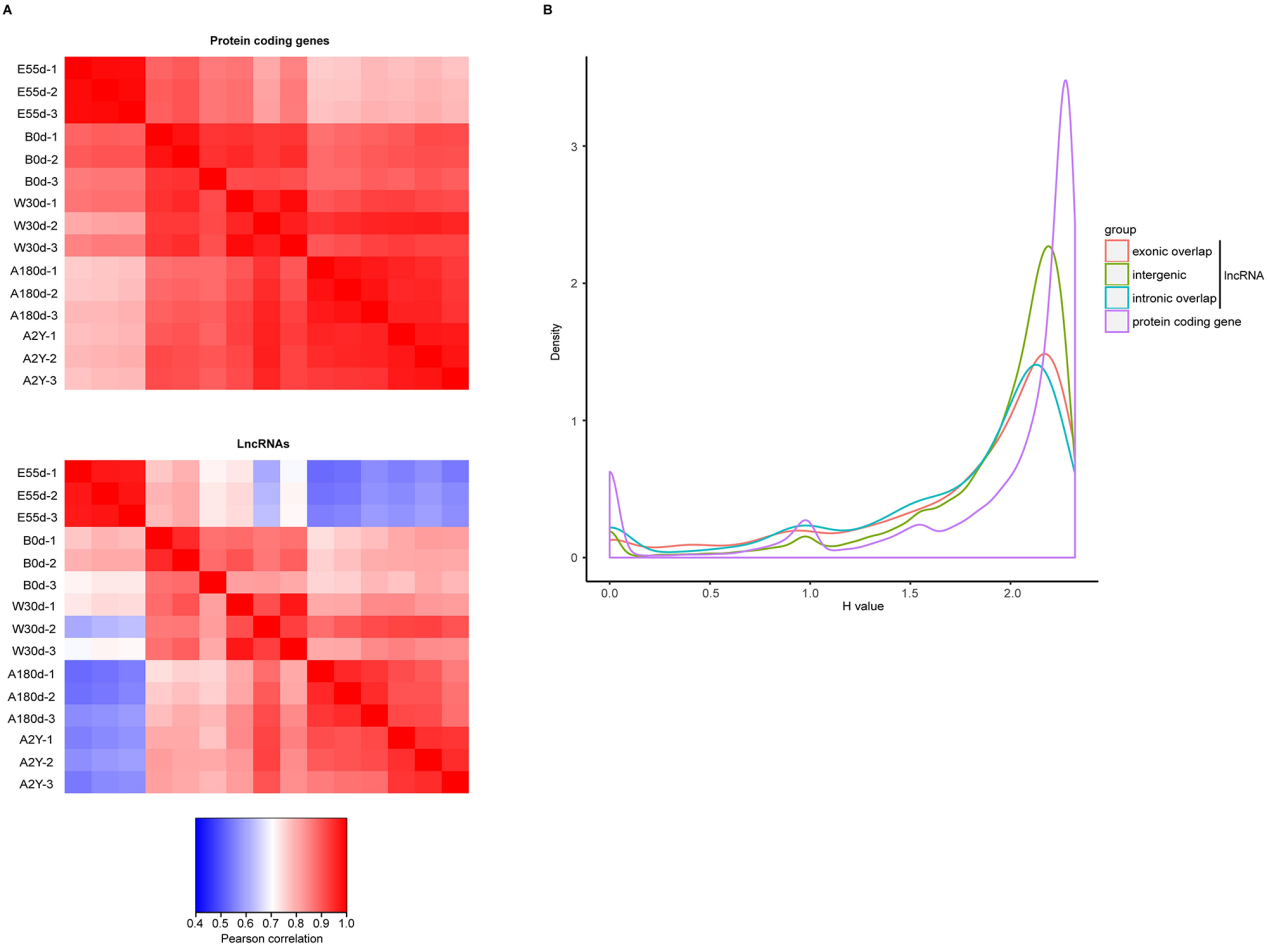
Temporal expression profiles of protein-coding genes and lncRNAs. (A) Dynamic changes in expression profiles of protein-coding genes and lncRNAs. The top panel shows protein-coding genes and the bottom panel shows lncRNAs. Values represent the pairwise Pearson correlation. Correlation between every two samples was calculated by log_2_-transformed (FPKM+1) gene expression values. Three main expression patterns can be distinguished. (B) Distributions of Shannon entropy-based temporal specificity scores were calculated for distinct classes of lncRNAs and protein-coding genes.

Second, the power of correlation between two consecutive stages was weaker for lncRNAs than for protein-coding genes. This observation implies that lncRNAs have a more restricted temporal expression than protein-coding genes. 

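For E55d and B0d, the mean Pearson r over the 9 pairs of libraries was 0.732 for lncRNAs (range 0.715 to 0.757), and all of these values were below the lowest of protein-coding genes, 0.857. For B0d and W30d, the mean was 0.926 for protein-coding genes and 0.792 for lncRNAs. For W30d and A180d the means were 0.913 and 0.788, and for A180d and A2Y they were 0.952 and 0.834. The difference, lncRNAs minus protein-coding genes, was -0.153 for E55d and B0d, -0.134 for B0d and W30d, -0.125 for W30d and A180d and -0.118 for A180d and A2Y. It remained negative when each of the 6 libraries of a comparison was left out in turn, between -0.161 and -0.0989 over the 4 comparisons. Pairs of libraries share libraries and are not independent, so no p was computed from them. Spearman's rho in place of Pearson's r moved the difference most, to between -0.342 and -0.244. In these values lncRNAs also had lower correlations between libraries of the same stage, from 0.840 on average at W30d to 0.924 at A180d, against 0.950 at B0d to 0.986 at E55d for protein-coding genes.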

To further validate this hypothesis, we calculated the Shannon entropy (*H*) value as a measure of the specificity of gene expression across developmental stages. 

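Shannon entropy was computed over the 5 stage means of log2(FPKM+1) of each feature tested, where log2(5), which is 2.322 bits, means equal expression at all stages. The median entropy was 2.305 bits for the 12913 protein-coding genes (quartiles 2.268 and 2.316) and 2.126 bits for the 14129 lncRNAs (quartiles 1.884 and 2.229). An entropy below 1 bit was found for 3.44% of lncRNAs and 0% of protein-coding genes, and an entropy below 2 bits for 34.3% and 2.00%. Of the lncRNAs below 1 bit, 193 were highest at E55d, 54 at B0d, 70 at W30d, 25 at A180d and 144 at A2Y. Each stage was also represented by a single library, over all such choices of libraries. The median then stayed between 2.297 and 2.305 bits for protein-coding genes and between 1.977 and 2.081 bits for lncRNAs. The difference was larger than these ranges. For lncRNAs all of these medians lay below the 2.126 bits from 3 libraries per stage. Fewer libraries thus lowered the entropy of lncRNAs, so spread between libraries may account for a part of the difference. On linear FPKM, the median entropy was 2.255 bits for protein-coding genes and 2.054 bits for lncRNAs. Genomic classes of lncRNAs were not analysed here.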

All three classes of lncRNAs (lincRNAs, and intron-overlapping and exon-overlapping lncRNAs) showed increased temporal specificity compared with protein-coding genes (Fig 2B).

### Time-series analysis and co-expression network of protein-coding genes and lncRNAs

To explore the dynamic expression pattern of protein-coding genes and lncRNAs, we adopted a time-series analysis by STEM (Short Time-series Expression Miner). 

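The time series was analysed here with a re-implementation of the STEM procedure: 50 model profiles with a change of at most 2 units between stages, features whose stage means differed by at least 1 on the log2 scale, assignment to the profile with the highest correlation, and expected numbers from the 120 orders of the 5 stages. Of 12913 protein-coding genes, 5320 (41.2%) changed enough to be assigned, and 12 profiles were enriched (binomial test, Bonferroni adjustment at 0.05). Of 14129 lncRNAs, 3370 (23.9%) were assigned, and 10 profiles were enriched. The enriched profiles held 4033 protein-coding genes and 2621 lncRNAs. Without the minimum change, which moved the number of protein-coding profiles most, 15 profiles were enriched for protein-coding genes and 13 for lncRNAs. The procedure uses stage means and does not take the spread between the 3 libraries of a stage into account.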

According to their dynamic expression patterns across the five development stages, we found that 12,913 protein-coding genes and 15,040 lncRNAs were classified into six and eight cluster profiles, respectively, which included 12 and 11 significantly enriched model profiles (colored in figure, Bonferroni adjusted *P* values ≤ 0.05), respectively (Fig 3A, S5 and S6 Tables). 

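Of the enriched model profiles, 7 were enriched both among the 12 of protein-coding genes and among the 10 of lncRNAs. If the profiles had been drawn at random from the 50, 2.40 would be shared on average, and as many were shared with p = 0.00077 (permutation test, 100000 draws, one-sided). Neighbouring model profiles resemble each other and both tables come from the same libraries, so the profiles are not independent draws.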

To our surprise, eight model profiles existed in both protein-coding genes and lncRNAs, which indicated that their expression patterns during developmental stages were highly correlated. This implies functional relatedness or a regulatory relationship between protein-coding genes and lncRNAs. Combining gene number and significance level, we used the genes in red (increased expression level with time) and green (decreased expression level with time) modules to perform functional enrichment analysis. 

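Among the enriched profiles, 2 rose or stayed level at every step from E55d to A2Y for protein-coding genes and held 1329 genes, while 1 fell or stayed level at every step and held 397 genes. For lncRNAs, 1 enriched profile rose or stayed level throughout and held 111 lncRNAs, and 1 fell or stayed level throughout and held 197. The enriched lncRNA profiles with the most members held 769 and 601 lncRNAs, and both were lowest at A180d. The lncRNAs of the A180d libraries were lower as a set, with medians of log2(FPKM+1) from 0.16 to 0.22. Whether these profiles reflect development or that lower level was not tested. The files list genes by identifier and do not pair these with symbols, and enrichment of functions was not analysed here.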

Interestingly, genes in green modules were mainly enriched for cell division (GO:0051301) and DNA replication (GO:0006260) (Fig 3B and S7 Table), while genes in red modules were mainly enriched for immune response (GO:0006955) and inflammatory response (GO:0006954) (Fig 3C and S8 Table). This finding is consistent with the process of spleen development.

**Fig 3:**
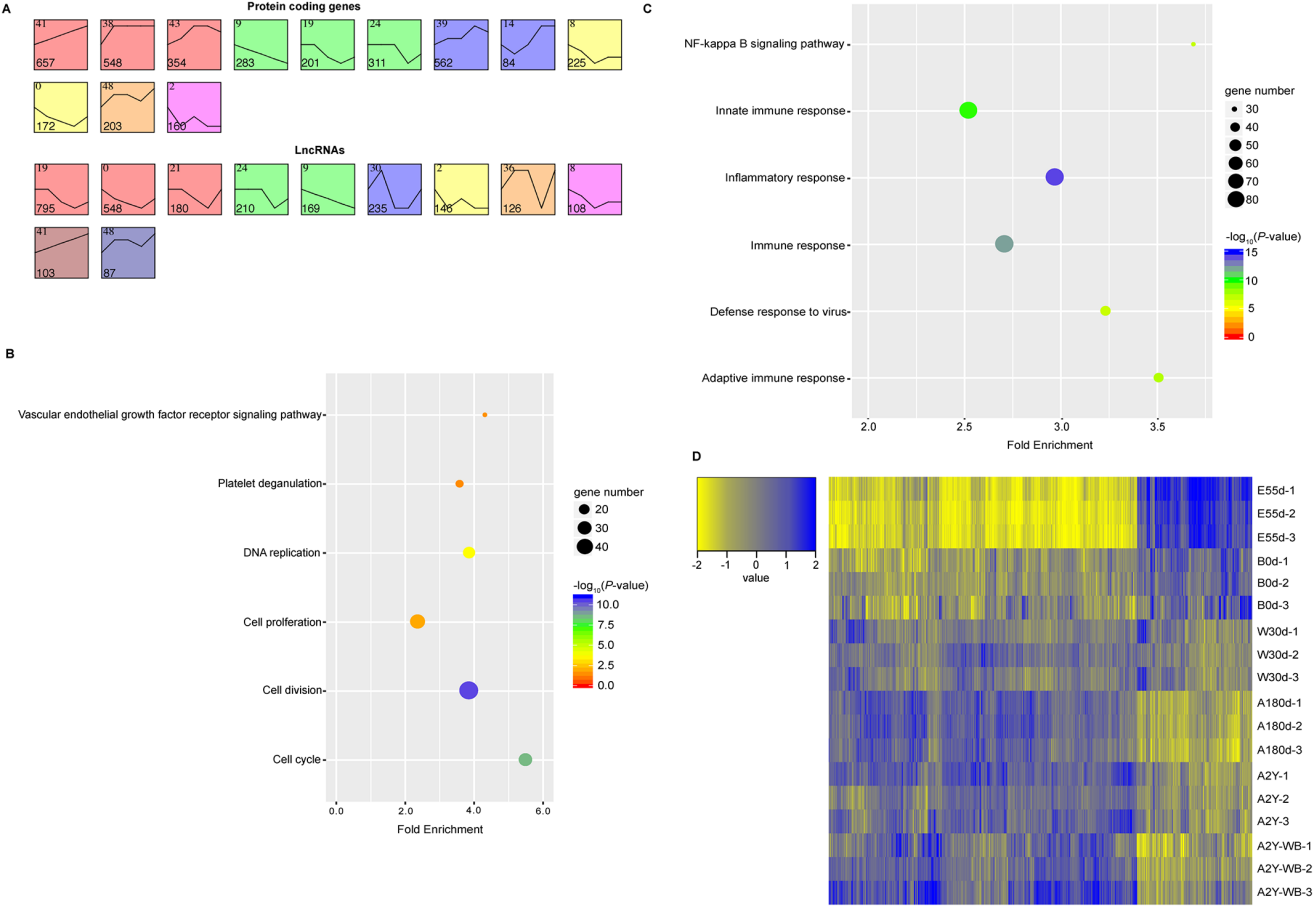
Time-series modules and co-expression network of lncRNAs and protein-coding genes. (A) Time-series modules of protein-coding genes and lncRNAs. The top panel shows protein-coding genes and the second panel shows lncRNAs. Numbers in the top left corner indicate module number. Numbers in lower left corners indicate numbers of protein-coding genes or lncRNAs in each module. The same color was used to represent each cluster. Functional categories of genes in green (B) and red modules (C). Benjamini adjusted *P* values were transformed by ‒log_10_. (D) Heat map showing the largest two co-expression networks of protein-coding genes. Values represent log_2_(FPKM+1) of each gene in each sample minus the mean value of each gene across all samples.

To explore the functional relatedness between protein-coding genes and lncRNAs, we used co-expression analysis. First, we screened out the set of protein-coding genes and lncRNAs that were related with the factor of time by DESeq2. The differentially expressed protein-coding genes and lncRNAs between A2Y domestic pig and WB were also included. Next, we built the co-expression network based on this set of protein-coding genes and lncRNAs by WGCNA. FPKM > 0.1 was used as the cutoff to filter the protein-coding genes and lncRNAs. 

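In the deposited values, 9642 of 12913 protein-coding genes and 8578 of 14129 lncRNAs differed between the 5 domestic stages (limma moderated F test, adjusted p of at most 0.05). With the features that differed between A2Y and WB added, the sets held 10000 protein-coding genes and 8981 lncRNAs. The test used the deposited log2(FPKM+1) values, whereas the authors used DESeq2 on read counts obtained with StringTie, which were not used here. Requiring FPKM above 1 in at least 3 libraries changed the lncRNA set most, to 5131, and left 9447 protein-coding genes.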

A total of 5,474 protein-coding genes and 4,223 lncRNAs were used to construct the co-expression network. Finally, we observed 11 modules and only considered the two largest modules and the overlapping genes (Fig 3D and S9 Table), which accounted for 73.23% of total genes in the 11 modules. 

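The co-expression network was not rebuilt here, and the members of the 2 largest modules were taken from the paper's S9 Table, where 790 protein-coding genes and 1997 lncRNAs could be read for module 1, whose list of lncRNAs is shortened in the text used, and 1811 protein-coding genes and 545 lncRNAs for module 2. Each feature was centred on its mean over the 18 libraries and the members were averaged per library. In module 1, the average of the protein-coding genes went from -0.25 ± 0.063 at E55d to 0.09 ± 0.090 at A2Y (SD, n = 3 each), while that of the lncRNAs went from 0.34 ± 0.069 at E55d to -0.46 ± 0.054 at A180d and 0.06 ± 0.19 at A2Y. In module 2, the average of the protein-coding genes went from -0.78 ± 0.051 at E55d to 0.28 ± 0.097 at A2Y, and that of the lncRNAs lay between -0.04 and 0.14 in the mean of every domestic stage. The members did not all follow these averages, in which rises and falls cancel in part. Of the members of module 1, 56.8% of the protein-coding genes and 29.7% of the lncRNAs had a higher mean at A2Y than at E55d, and in module 2 these shares were 80.2 and 53.2%. The relations between averages do not describe single members. Because the libraries fall into groups by stage, the relation between the averages of protein-coding genes and of lncRNAs was computed on deviations from the group means, an approach chosen after the values were seen. For module 1, Pearson's r was -0.493 (exact permutation test over the 46656 orders within groups, p = 0.033, and 0.065 after Benjamini-Hochberg adjustment for 2 modules) and Spearman's rho was -0.430 (exact p = 0.081). Without the 2 libraries farthest from the median, r was -0.486. For module 2, r was 0.313 (exact permutation p = 0.37) and rho was 0.201 (exact p = 0.51), and without the 2 farthest libraries r was -0.0191. On these deviations neither p was at most 0.05 after adjustment. The correlation over all 18 libraries, which was the planned test and mixes differences between stages with those within them, was negative for module 1, with an adjusted p below that limit, and did not pass for module 2.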

Functional enrichment analysis showed that the co-expressed genes in the two largest modules were enriched in a variety of biological processes. Some of them were related to immune response (GO:0006955), inflammatory response (GO:0006954), protein binding (GO:0005515), cell proliferation (GO:0008283) and DNA replication (GO:0006260) (S10 Table).

### Identification of differentially expressed protein-coding genes and lncRNAs

To explore the biological function of each stage, we performed pairwise comparisons between the five developmental stages. 

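Between consecutive stages, 4507 protein-coding genes differed between E55d and B0d (limma, adjusted p of at most 0.05), of which 2886 were higher at B0d. From B0d to W30d 2017 genes differed (1034 higher), from W30d to A180d 3633 (1648 higher) and from A180d to A2Y 1811 (1390 higher). For lncRNAs, 2571 differed between E55d and B0d (1059 higher), 1728 between B0d and W30d (148 higher), 1753 between W30d and A180d (141 higher) and 2471 between A180d and A2Y (2429 higher). Over all lncRNAs tested, the median log2 change was -0.15 from B0d to W30d, -0.20 from W30d to A180d and 0.26 from A180d to A2Y, and for protein-coding genes it was 0.03, -0.00092 and 0.07. Among stages that are not consecutive, 7551 protein-coding genes differed between E55d and A2Y and 1838 between W30d and A2Y, and 6942 lncRNAs differed between E55d and A180d and 303 between W30d and A2Y. With only the compared groups in the model, 417 protein-coding genes and 0 lncRNAs (2389 at an unadjusted p of at most 0.05) differed between B0d and W30d. The groups did not overlap for 52.7% of protein-coding genes and 29.1% of lncRNAs between E55d and B0d, where 3 libraries against 3 give 10% by chance. The shares of higher and lower calls moved with the scaling. With each library divided by the median ratio of its protein-coding genes, 49.2% of the protein-coding genes called between E55d and B0d were higher at B0d, against 64.0% in the deposited values, and 50.1 against 76.8% from A180d to A2Y. This scaling moved the median change of all protein-coding genes from 0.13 to 0.01 between E55d and B0d. For lncRNAs the same scaling by protein-coding genes left 96.9% of the calls from A180d to A2Y higher at A2Y. Factors taken from the lncRNAs themselves, an alternative chosen after seeing the data, centre the changes of lncRNAs by construction. With them 882 lncRNAs differed between A180d and A2Y, 21.3% of them higher at A2Y against 98.3% in the deposited values. With these factors the share that was higher in the later stage was 35.4% from B0d to W30d (8.56% in the deposited values) and 57.5% from W30d to A180d (8.04%), and the median change of all lncRNAs was -0.03 from W30d to A180d and 0.03 from A180d to A2Y.

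**Figure D2:**
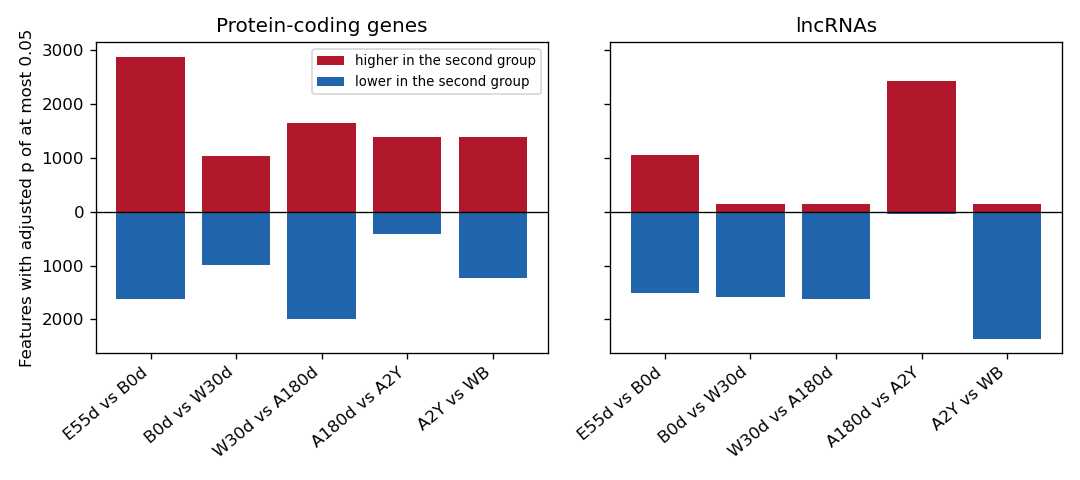
Number of protein-coding genes (left) and lncRNAs (right) with an adjusted p of at most 0.05 in limma (y axis) for each comparison of consecutive groups (x axis), drawn above 0 when higher in the second group and below 0 when lower. From A180d to A2Y nearly all lncRNAs called rose, and from A2Y to WB nearly all fell, in the deposited values and with scaling by protein-coding genes but not with factors taken from the lncRNAs, which centre their changes by construction.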

First, we identified differentially expressed protein-coding genes and lncRNAs between one stage and each of the other four stages (S11 and S12 Tables). Next, we merged the former protein-coding genes and lncRNAs into a non-redundant set for each stage. 

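The set of a stage was taken as the features with an adjusted p of at most 0.05 in all 4 comparisons of that stage with the other domestic stages. The paper describes merging the lists of each stage without repeats. This can also be read as the features called in any of the comparisons. As far as the paper's lists could be read, 27 lncRNAs and 5 protein-coding genes are in 9 of the 10. Under that reading each of these would belong to all 5 stages, where the paper reports 1 of each kind. This argues against that reading, but the paper does not state its rule, so the rules may still differ. For protein-coding genes the sets held 2959 genes at E55d, 585 at B0d, 121 at W30d, 588 at A180d and 206 at A2Y. For lncRNAs they held 1460 at E55d, 403 at B0d, 14 at W30d, 610 at A180d and 125 at A2Y. Without the second W30d library, which clustered with A180d and A2Y, the W30d sets held 444 protein-coding genes and 136 lncRNAs. Over all fits that each left out 1 library, they held from 26 to 444 and from 3 to 136. At A180d, 584 of the lncRNAs in the set were lowest at that stage and 16 were highest, and at A2Y, 118 were highest and 6 lowest. These directions are those of the deposited values. With factors taken from the lncRNAs themselves, chosen after seeing the data, the sets held 537 lncRNAs at A180d and 20 at A2Y. Features that belonged to the set of 1 stage alone numbered 121 at B0d, 68 at W30d, 449 at A180d and 98 at A2Y for protein-coding genes, and 1289 at E55d, 238 at B0d, 12 at W30d, 550 at A180d and 117 at A2Y for lncRNAs. With a pseudocount of 0.1 the A180d set of lncRNAs held 2017, and with each library left out in turn it held between 111, without the first A180d library, and 828.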

A Venn diagram was constructed using the non-redundant set (Fig 4A and 4B). Only one protein-coding gene and lncRNA was differentially expressed in all five developmental stages. This protein-coding gene, *CP*, encodes ceruloplasmin precursor, which has ferroxidase activity to oxidize Fe^2+^ to Fe^3+^ without releasing radical oxygen species, suggesting it may be related to antioxidant processes [41]. 

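In all 10 comparisons between the 5 domestic stages, 2 protein-coding genes and 0 lncRNAs had an adjusted p of at most 0.05, and at an unadjusted p of at most 0.05 the numbers were 26 and 5. The 2 genes are listed as ENSSSCG00000029239 and ENSSSCG00000011318, without a symbol. Neither had the course that the paper describes for CP, with its maximum at B0d, since both were highest at A180d. The log2(FPKM+1) of ENSSSCG00000029239 was 1.43 ± 0.38 at E55d, 2.59 ± 0.36 at B0d, 4.79 ± 0.48 at W30d, 8.32 ± 0.21 at A180d and 7.02 ± 0.49 at A2Y (SD, n = 3 each). Its largest change was 6.89 from E55d to A180d (standard error 0.33, adjusted p = 3.1e-10 from limma), and its smallest was 1.16 from E55d to B0d (standard error 0.33, adjusted p = 0.013). That of ENSSSCG00000011318 was 0.07 ± 0.026, 0.89 ± 0.31, 1.83 ± 0.25, 3.73 ± 0.77 and 2.76 ± 0.13 at the 5 stages in the same order. Both rose up to A180d and then fell by 1.30 and by 0.97 on the log2 scale up to A2Y (adjusted p = 0.018 and 0.030). With median-ratio scaling 4 genes had an adjusted p of at most 0.05 in all 10 comparisons, with ENSSSCG00000029239 among them and ENSSSCG00000011318 not. ENSSSCG00000011318 was not called in all 10 comparisons with a pseudocount of 0.1 either. In the 15 fits that each left out 1 library, ENSSSCG00000029239 was called in all 10 comparisons in 10 fits and ENSSSCG00000011318 in 1. As far as the lists of the paper's S11 Table could be read, ENSSSCG00000029239 is in 5 of the 10 and ENSSSCG00000011318 in 8.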

Interesting, it is also involved in iron transport across the cell membrane, which is consistent with the main biological function of spleen [23]. In addition, we also found that the expression level of *CP* was almost zero at E55d and reached a maximum at B0d. Afterwards, it gradually declined and remained stable throughout the process of growth and development (Fig 4C). 

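The log2(FPKM+1) of the lncRNA TU78568 was 2.01 ± 0.14 at E55d, 3.53 ± 0.22 at B0d, 4.19 ± 0.72 at W30d, 5.98 ± 0.30 at A180d and 5.72 ± 0.20 at A2Y (SD, n = 3 each), and 5.29 ± 0.54 in WB. It rose by 1.51 from E55d to B0d (standard error 0.31, adjusted p = 0.0022 from limma) and by 1.79 from W30d to A180d (adjusted p = 0.0033). The rise of 0.67 from B0d to W30d was within the spread between libraries (adjusted p = 0.18), and from A180d to A2Y the level fell by 0.26 (adjusted p = 0.57). Between E55d and A2Y the change was 3.71 (standard error 0.31, adjusted p = 7.7e-08). Of the 10 comparisons between domestic stages, 8 had an adjusted p of at most 0.05. With factors taken from the lncRNAs themselves, an alternative chosen after seeing the data, the level was 6.85 at A180d and 5.32 at A2Y. The lncRNA is in all 10 of the paper's lists in S12 Table as far as they could be read.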

Compared with *CP*, expression of the lncRNA (TU78568) gradually increased across all five stages (Fig 4C), suggesting it may play an important role in spleen development. However, it is disappointing that this lncRNA is located on the scaffold (GL895479.1), where there is no protein-coding gene in the adjacent position.

**Fig 4:**
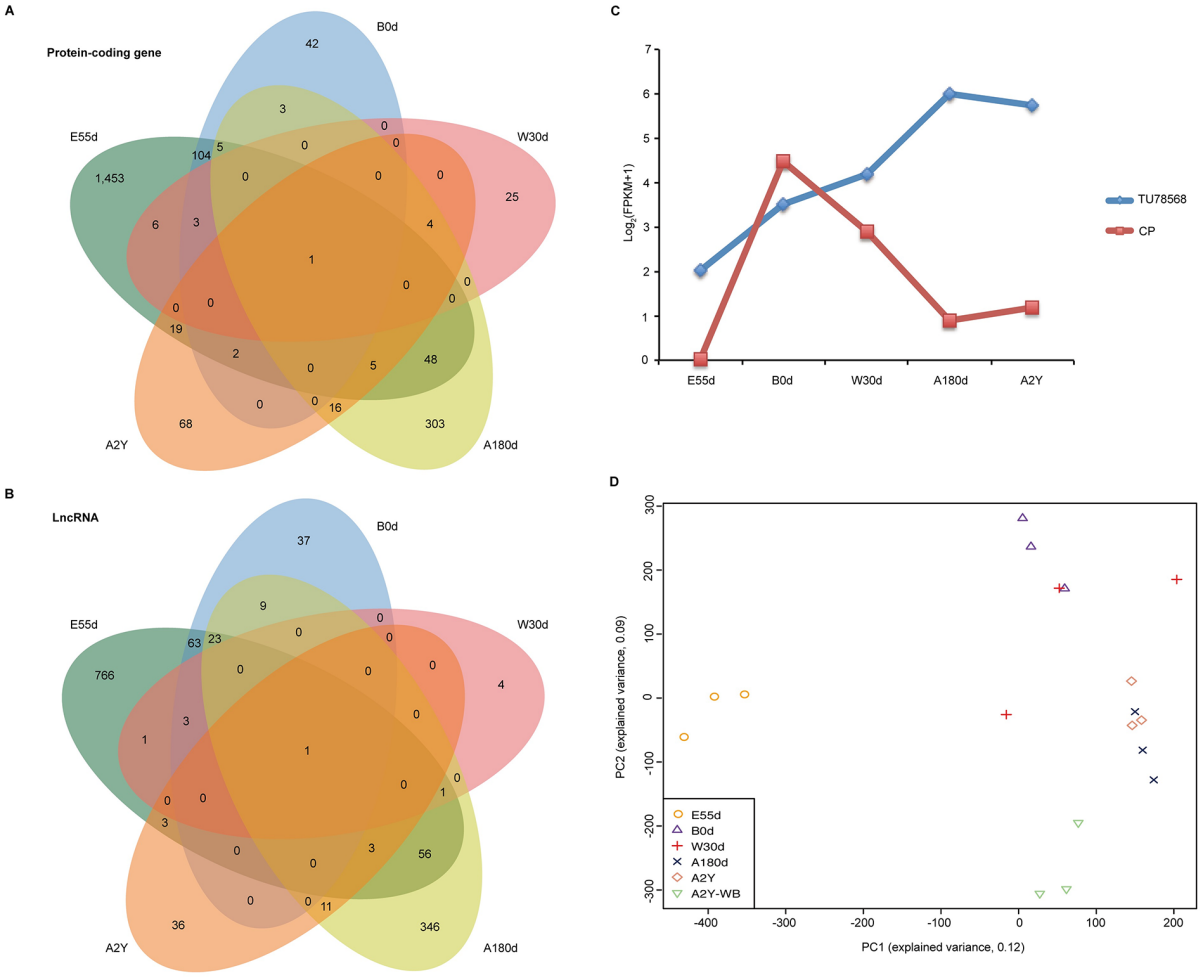
Differentially expressed protein-coding genes and lncRNAs, and PCA of PSI values. Venn diagram of common differentially expressed protein-coding genes (A) and lncRNAs (B) in five developmental stages. (C) Dynamic expression profiles of *CP* and TU78568. (D) Two-way PCA plot of protein-coding genes based on PSI values.

Functional enrichment analysis was performed on stage-specific differentially expressed protein-coding genes. Genes at E55d were significantly enriched for immune response (GO:0006955) and inflammatory response (GO:0006954) (S13 Table). 

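For protein-coding genes, 2339 belonged to the set of E55d and to that of no other stage. In the whole E55d set, 1028 genes were higher at E55d than at each other domestic stage and 1907 were lower than at each. These directions are those of the deposited values. Median-ratio scaling moved the share of calls between E55d and B0d that were higher at B0d from 64.0 to 49.2%. With each library left out in turn, the number that belonged to the E55d set alone stayed between 1847 and 2404.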

No significant enrichment for biological functions was observed during the other four stages, which may result from the lack of gene number. Next, non-redundant differentially expressed protein-coding genes for each stage were analyzed for functional enrichment. E55d and B0d were enriched for terms related to immunity and inflammation (S14 Table). Differentially expressed protein-coding genes between WB and A2Y domestic pig were enriched for terms related to protein binding and hematopoietic cell lineages (S15 Table).

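Between A2Y and WB, 2631 protein-coding genes had an adjusted p of at most 0.05 in limma, of which 1395 were higher and 1236 lower in WB. Their median absolute log2 change was 0.74, and 653 of them changed by at least 1. The libraries of the breeds did not overlap for 34.8% of the genes tested, where 3 against 3 give 10% by chance. For lncRNAs, 2504 differed, of which 143 were higher and 2361 lower in WB, and the median change of all lncRNAs was -0.24. With the scaling by protein-coding genes 6.53% of the lncRNAs called were higher in WB, against 5.71% in the deposited values. With factors taken from the lncRNAs, an alternative chosen after seeing the data that centres their changes by construction, 1155 lncRNAs differed and 68.9% of them were higher in WB. The files list genes by identifier and do not pair these with symbols, so genes are given here by identifier. The gene with the largest rise among those without overlap, ENSSSCG00000026923, was listed at 3.31, 2.80 and 0 on the log2(FPKM+1) scale in the A2Y libraries and at 8.74, 8.12 and 8.47 in the WB libraries (adjusted p = 2.3e-05). ENSSSCG00000006979 rose by 3.24 (standard error 0.35, adjusted p = 4.5e-05), from 3.44 ± 0.80 to 6.68 ± 0.33 (SD, n = 3 each). ENSSSCG00000024918 fell by 3.84 (standard error 1.15, adjusted p = 0.028), from 6.34 ± 0.91 to 2.50 ± 1.44, and it was no longer called in 4 of the 6 fits that each left out 1 library. ENSSSCG00000026208 was listed at 6.82, 6.48 and 5.29 in A2Y and at 5.06, 4.89 and 0 in WB (adjusted p = 0.049), and it was no longer called in 4 of the 6 fits that each left out 1 library, nor with 5 other settings, and its adjusted p lay between 0.023 and 0.21 over these fits and all settings. When only the A2Y and WB libraries entered the model, 1401 protein-coding genes were called.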

### Splicing landscape of protein-coding genes

To explore alternative splicing levels of protein-coding genes across developmental stages, we performed analyses to calculate “percent spliced in” (PSI) values for exons, similar to analysis performed for gene expression levels. Consistent with the results of expression profiling, alternative splicing could also separate samples by different developmental stages, including domestic pig and WB (Fig 4D), indicating that splicing levels have spatiotemporal specificity as well. Although the power of alternative splicing levels to distinguish populations was not stronger than gene expression profiles, individual differences were more distinguishable at the level of splicing.

## Discussion

In this study, we developed a highly stringent filtering pipeline to identify lncRNAs (S1 Fig). In total, we identified 15,040 lncRNAs in the developing pig spleen. To the best of our knowledge, this is the first report to systematically identify lncRNAs during pig spleen development using RNA-seq data.

According to our results, protein-coding genes were highly temporally restricted in terms of both expression profiles and levels of alternative splicing, indicating the function of protein-coding genes is stage-specific [42]. Compared with protein-coding genes, lncRNAs were expressed during narrower time windows (Fig 2B), indicating lncRNAs were more temporally restricted than protein-coding genes [43]. Time-series analysis indicated that both protein-coding genes and lncRNAs are dynamically expressed during spleen development and have similar expression patterns. These results suggest consistent biological function between protein-coding genes and lncRNAs. Genes in red modules with up-regulated expression levels were enriched for genes related to immune and inflammatory responses, such as *TNF*, *IL18*, *IL15*, *IL10* and *IL7R* [44, 45]. Among of these genes, the *TNF* superfamily plays an important role in immunization and inflammation [46, 47]. Genes in green modules with down-regulated expression levels were enriched for biological functions associated with cell division and DNA replication, such as the *CDC* family and *CDK6* [48]. In addition, we also observed two GO terms, vascular endothelial growth factor receptor signaling pathway (GO: 0048010) and platelet degranulation (GO:0002576) (S7 Table), which implied the spleen might participate in the process of hematopoiesis [49] during the process of development. Functional analysis of co-expressed genes showed similar results, further confirming this biological function of the spleen. *CP* was differentially expressed in all five developmental stages, with expression levels ranging from almost none to maximum during the first two stages. B0d represented the moment when the pig birthed and the environment changed from womb to natural atmosphere. This process involves the piglet encountering a high amount of oxygen, which may activate antioxidant mechanisms. *CP* can oxidize Fe^2+^ to Fe^3+^ without releasing radical oxygen species, and is related to antioxidant processes. Its expression level gradually declined and tended to remain stable at subsequent stages, suggesting *CP* might participate in iron transport during these stages. This is also consistent with the splenic function of filtering blood and recycling iron from aging red blood cells [23].

In our study, we added the sample of WB, which enriched our data and made us obtain more lncRNAs in pig spleen. Based on our results, the character of lnRNAs in WB was consistent with domestic pig. 

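When the 3 WB libraries were clustered together with the 15 domestic libraries into 3 clusters, they fell into the cluster of the A180d and A2Y libraries, for protein-coding genes and for lncRNAs. The mean correlation of WB libraries for protein-coding genes was 0.752 with E55d, 0.876 with B0d, 0.879 with W30d and 0.936 with A180d, and the pairs of WB and A180d libraries, from 0.926 to 0.948, lay within the range of the pairs of WB and A2Y libraries. For lncRNAs the mean correlation of WB was 0.584 with E55d, 0.699 with B0d, 0.749 with W30d and 0.864 with A180d. The pairs with A180d, from 0.851 to 0.877, all lay above those with A2Y. The A180d and WB libraries are the 6 with the low median level of lncRNAs. That level was not told apart from library preparation, batch or scaling. The order of the lncRNA correlations can therefore not be read as a likeness in age or breed.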

Besides, according to the expression profiles of protein-coding genes and lncRNAs, WBs were clustered together with the A180d and A2Y domestic pigs but not separated into a single one, which implied that both protein-coding genes and lncRNAs had stronger stage-specific than breed-specific.

In summary, our study provides the first catalog of lncRNAs in the developing pig spleen. Our results suggest numerous roles of lncRNAs in spleen development and provide a high quality resource for future transcriptomic, genetic and genomic studies.

## Supporting information

S1 Fig Identification pipeline of lncRNAs. (TIF) Click here for additional data file.

S2 Fig Genomic characterization of lncRNAs. (A) Distribution of transcript length for lncRNAs and protein-coding genes. (B) Exon number distribution of lncRNAs and protein-coding genes. (C) Comparison of the expression levels of lncRNAs and protein-coding genes. (D) Classification of lncRNAs.
(TIF) Click here for additional data file.

S3 Fig Comparison of the expression levels of lncRNAs and protein-coding genes. (TIF) Click here for additional data file.

S4 Fig Expression profile and PCA of lncRNAs. **(A)** Heat map shows the expression profile of lncRNAs. The top panel shows the tree constructed by Pearson correlation. **(B)** Two-way PCA plot of lncRNAs based on expression profile.
(TIF) Click here for additional data file.

S1 Table Summary of samples for total RNA sequencing. (DOCX) Click here for additional data file.

S2 Table The identified lncRNAs in pig spleen. (XLSX) Click here for additional data file.

S3 Table Functional categories of genes of intronic overlapping lncRNAs. (XLSX) Click here for additional data file.

S4 Table The log_2_-transformed (FPKM+1) of protein-coding genes. (XLSX) Click here for additional data file.

S5 Table Protein-coding gene list in different model profiles of STEM. (XLSX) Click here for additional data file.

S6 Table LncRNA list in different model profiles of STEM. (XLSX) Click here for additional data file.

S7 Table Functional categories of genes in green modules. (XLSX) Click here for additional data file.

S8 Table Functional categories of genes in red modules. (XLSX) Click here for additional data file.

S9 Table Protein-coding gene and lncRNA list in co-expression network. (XLSX) Click here for additional data file.

S10 Table Functional categories of genes in co-expression network. (XLSX) Click here for additional data file.

S11 Table Differentially expressed protein-coding genes in pairwise stages. (XLSX) Click here for additional data file.

S12 Table Differentially expressed lncRNAs in pairwise stages. (XLSX) Click here for additional data file.

S13 Table Functional categories of genes specific differentially expressed in E55d. (XLSX) Click here for additional data file.

S14 Table Functional categories of genes differentially expressed in E55d and B0d. (XLSX) Click here for additional data file.

S15 Table Functional categories of genes differentially expressed between WB and domestic pig. (XLSX) Click here for additional data file.

# Supplementary material for: Long non-coding RNAs and mRNAs profiling during spleen development in pig
**Source:** PLoS One. 2018 Mar 14;13(3):e0193552. doi: 10.1371/journal.pone.0193552
**Supplement:** S1 Table

**S1 Table. Summary of samples for total RNA sequencing**

| **Sample** | **Raw data (Gb)** | **High quality data (Gb)** | **Overall alignment rate (%)** |
| --- | --- | --- | --- |
| E55d-1 | 12.37 | 12.03 | 72.1 |
| E55d-2 | 12.95 | 12.41 | 72.3 |
| E55d-3 | 10.61 | 10.21 | 74.1 |
| B0d-1 | 12.46 | 12.20 | 72.2 |
| B0d-2 | 12.34 | 12.14 | 72.9 |
| B0d-3 | 12.93 | 12.73 | 71.6 |
| W30d-1 | 13.74 | 13.57 | 73.3 |
| W30d-2 | 10.45 | 10.32 | 73.3 |
| W30d-3 | 12.51 | 12.29 | 73.5 |
| A180d-1 | 11.48 | 11.19 | 77.3 |
| A180d-2 | 11.10 | 10.82 | 75.7 |
| A180d-3 | 10.48 | 10.07 | 75.7 |
| A2Y-1 | 16.84 | 16.72 | 76.1 |
| A2Y-2 | 20.85 | 20.77 | 77.6 |
| A2Y-3 | 16.04 | 14.12 | 73.9 |
| A2Y-WB-1 | 10.86 | 10.44 | 76.5 |
| A2Y-WB-2 | 10.50 | 10.10 | 76.3 |
| A2Y-WB-3 | 10.40 | 10.06 | 74.7 |
| Total | 228.91 | 222.19 | - |

How the deposited data were processed for this re-analysis (not part of the article)

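Spleen RNA of Rongchang pigs at E55d, B0d, W30d, A180d and A2Y and of 2-year-old Wild Boars (WB) was sequenced in 3 libraries per group, 18 libraries in all. The authors mapped strand-specific paired-end reads with TopHat to a pig genome whose sex chromosomes they had replaced by a newer version, assembled and filtered lncRNAs, quantified protein-coding genes and lncRNAs as FPKM with StringTie, and deposited the log2 values, log2(FPKM+1), with 1 column per library and an empty cell where a lncRNA was not detected. The paper's text does not name the genome build or the annotation release, and it does not say whether a further scaling between libraries was applied. The table of protein-coding genes held 12913 identifiers, of which 12432 are Ensembl identifiers and 481 are others, and 488 cells at 0. The lncRNA table held 15040 identifiers and 52256 empty cells. In 1998 entries of each table compared with the paper's supplementary tables, the largest difference on the log2 scale was 4.98e-05 for protein-coding genes and 6.25e-06 for lncRNAs. No pair of libraries held identical values.

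The mapping of columns to groups and replicates followed the paper's sample list. The E55d columns are numbered 1, 5 and 6, of which only 1 is on that list, so they were used as libraries of the stage without a replicate number. High quality data ranged from 10.06 to 20.77 Gb over the libraries by S1 Table. The reads behind a single value were not recovered, and no counting interval is given. For comparisons of groups, the authors used DESeq2 on read counts obtained with StringTie, which were not used here. The relative value of 1 read was estimated, with limits and reference libraries chosen after looking at the values, from the most frequent ratio of lncRNA values below an FPKM of 0.3 between libraries (0.1 as a second limit), a procedure that recovered the known depth of 2 simulated libraries with 15040 features to within 0.0050 on the log2 scale.

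The design of the tests assumed FPKM. As the values are already log2(FPKM+1), they were used as deposited, with an empty cell as FPKM 0. Features with FPKM above 0.1 in at least 3 of 18 libraries were tested, which kept all 12913 protein-coding genes and 14129 lncRNAs. Groups were compared with limma 3.58.1 in R 4.3.3, with 1 model of the 18 libraries in 6 groups without a block, a mean-variance trend in eBayes and Benjamini-Hochberg adjustment per comparison, at an adjusted p of at most 0.05. The set of a stage holds the features with such a p in all 4 comparisons with the other domestic stages. On simulated data with 200 changed features, limma recovered 71% of protein-coding genes changed by 1 on the log2 scale and 95% of those changed by 2 (12913 features), and 2.92% of its calls were false. For lncRNAs (14129 features) it recovered 91 and 99%, and 5.94% of its calls were false. The simulation added normal spread and changes on the log2 scale without a floor at 0, and it held no shift common to all lncRNAs. These rates may therefore not hold for the lncRNAs of low level. Correlations, clustering, entropy, profiles and permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The profile procedure was tested on simulated data, where it found 3 of 3 known profiles and 0 profiles among 5000 features without structure. Module members were taken from the paper's S9 Table.

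Other settings were an FPKM above 1 in at least 3 libraries, no filter, a pseudocount of 0.1, scaling of each library by the median ratio of its protein-coding genes, limma without the trend, only the compared groups in the model, the replicate number as a block, Spearman's rho, complete linkage, linear FPKM, other definitions of presence, and each library left out in turn. The single features to be named were set by a rule: CP and TU78568, genes the Discussion names for the red and green modules, the 3 genes with a symbol with the largest rise and fall without overlap between the groups from A2Y to WB and from E55d to B0d, and every member of the sets of all 5 stages. The files do not pair identifiers with symbols, and 0 identifiers matched the reference gene table. The genes chosen by symbol were therefore not analysed here, and the rule for A2Y and WB was reduced to 2 identifiers that rose and 2 that fell. Read counts, percent spliced in, genomic classes of lncRNAs and enrichment of functions were not analysed here.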

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

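The alternatives were chosen before the data were examined, except the scaling by factors taken from the lncRNAs themselves, the model without the E55d libraries and the definition of absence by the A2Y libraries alone, which were chosen after seeing the data, as were the numbers of features in the set of 1 stage alone and in the network set. The filter on low values removed no protein-coding gene, so leaving it out could not move their results and is not counted. Of 344 values recomputed under another setting, 260 stayed within the limits used, which were a factor of 1.5 for a count, the same direction and side of the threshold for a test, and the spread between libraries for other values. Of the others, 77 moved, 6 lost an adjusted p of at most 0.05 and 1 changed its sign. Of 567 values with 1 library or 1 library per stage left out, 422 stayed within these limits, 137 moved and 8 lost the threshold. The causes of these changes were not tested.

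The number of lncRNAs found only in WB, 32, was 49 with an FPKM above 0.1 taken as present, 55 with presence in at least 2 libraries of a group and 195 with absence required in the A2Y libraries alone. The median entropy of protein-coding genes was 2.308 bits with an FPKM above 1 in at least 3 libraries and 2.255 on linear FPKM, and that of lncRNAs was 2.184 and 2.054. The lncRNAs placed 12 of 15 libraries in the 3 classes with complete linkage and 12 with an FPKM above 1, against 14. The difference in correlation between lncRNAs and protein-coding genes was negative under each setting computed. For E55d and B0d it was -0.144 without the filter, -0.208 with an FPKM above 1, -0.199 with a pseudocount of 0.1 and -0.244 with Spearman's rho. For B0d and W30d it was -0.216 with the pseudocount and -0.278 with rho. With an FPKM above 1, the pseudocount and rho in turn, it was -0.105, -0.237 and -0.342 for W30d and A180d, and -0.0963, -0.201 and -0.279 for A180d and A2Y.

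Median-ratio scaling gave 884 protein-coding genes in the A180d set (against 588) and 4 in the sets of all 5 stages (against 2). For lncRNAs it gave 1168 between A180d and A2Y, 354 in the A180d set and 64 in the A2Y set, with 319 and 56 in the set of that stage alone. The pooled correlation of the averages of protein-coding genes and lncRNAs over 18 libraries, the planned test, was -0.790 in module 1 (permutation p = 8.0e-05, and 0.00016 after adjustment for 2 modules, rho = -0.812 with p = 8.0e-05), and r was -0.779 without the 2 libraries farthest from the median. It stayed negative under the 3 alternatives, between -0.826 and -0.651, with a permutation p of 0.0033 at most. In module 2 the pooled correlation of the averages over 18 libraries changed its sign, from 0.0464 (permutation p = 0.856) to -0.405 (permutation p = 0.096), and the pooled values mix stages. With an FPKM above 1, 4966 lncRNAs differed between stages (against 8578) and the network set held 5131. The W30d and A2Y sets then held 9 and 54 lncRNAs, and 757, 147, 5 and 41 belonged to the set of E55d, B0d, W30d and A2Y alone. A pseudocount of 0.1 gave 3695 lncRNAs between W30d and A180d, 4309 between A180d and A2Y and 3820 between A2Y and WB. It also gave 159, 2017 and 75 in the B0d, A180d and A2Y sets, with 63, 1900 and 65 in those alone. Without the mean-variance trend, 1 lncRNA (TU39066, named after its values were seen) was in the sets of all 5 stages, against 0 (and 5 at an unadjusted p).

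With only the compared groups in the model, 417 protein-coding genes differed between B0d and W30d (against 2017), 1401 between A2Y and WB, and 4 were in the sets of all 5 stages. For lncRNAs the numbers were 939 between E55d and B0d, 0 between B0d and W30d (2389 at an unadjusted p), 906 between W30d and A180d and 1484 between A2Y and WB, with 9 in the W30d set, 360 in the A180d set and 333 in the A180d set alone. Without the E55d libraries, 1200 protein-coding genes differed between A180d and A2Y. With factors taken from the lncRNAs themselves, which centre the changes of lncRNAs by construction, 413 lncRNAs differed between B0d and W30d, 882 between A180d and A2Y and 1155 between A2Y and WB. Of these, 35.4, 21.3 and 68.9% were higher in the second group, against 8.56, 98.3 and 5.71% in the deposited values and 8.90, 96.9 and 6.53% with median-ratio scaling by protein-coding genes. The B0d, W30d and A2Y sets then held 128, 5 and 20 lncRNAs, 66, 3 and 16 in those alone, and 1 lncRNA, TU78568, was in the sets of all 5 stages. ENSSSCG00000026208 lost the threshold with the pseudocount, median-ratio scaling, no trend, only the compared groups and no E55d libraries, and did not with the FPKM above 1 or the block. Its adjusted p in limma lay between 0.027 and 0.11 over these settings, and between 0.023 and 0.21 in the 6 fits that each left out 1 library, 4 of which lost the threshold.

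The replicate number as a block was possible for the 15 libraries with a number. It gave 1236 protein-coding genes between B0d and W30d and 947 between A180d and A2Y (against 1811), and 754, 1439 and 1614 lncRNAs between W30d and A180d, A180d and A2Y, and A2Y and WB. The adjusted p of ENSSSCG00000024918 was 0.070 with the block (range over the settings 0.0093 to 0.070, and from 0.023 to 0.11 in the fits that each left out 1 library). Same-numbered libraries come from different animals, and their deviations from the group means correlated by -0.011 for protein-coding genes and -0.0071 for lncRNAs over 30 pairs. No paired analysis was possible because the E55d columns are numbered 1, 5 and 6 and share only the number 1 with the sample list, for the comparison of E55d with B0d, the differences over the 5 stages, and the stage sets.

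With each library left out in turn, the protein-coding genes that differed numbered from 1108 to 2492 between B0d and W30d, from 1820 to 4330 between W30d and A180d, from 530 to 1559 between A180d and A2Y and from 1512 to 2268 between A2Y and WB. The lncRNAs numbered from 825 to 2694, from 348 to 1503, from 693 to 3475 and from 1060 to 3101 in the same comparisons. Sets of protein-coding genes held from 26 to 444 genes at W30d, from 239 to 755 at A180d and from 53 to 324 at A2Y, and from 0 to 11 genes were in the sets of all 5 stages. Genes in the set of 1 stage alone numbered from 83 to 230 at B0d, from 13 to 266 at W30d, from 196 to 578 at A180d and from 22 to 146 at A2Y. Sets of lncRNAs held from 251 to 687 at B0d, from 3 to 136 at W30d, from 111 to 828 at A180d and from 50 to 223 at A2Y, and those in the set of 1 stage alone numbered from 155 to 457, from 3 to 110, from 103 to 715 and from 47 to 199. The difference in correlation ranged from -0.161 to -0.143 for E55d and B0d, from -0.142 to -0.129 for B0d and W30d, from -0.132 to -0.114 for W30d and A180d and from -0.136 to -0.0989 for A180d and A2Y. In the 9 fits without 1 E55d library and 1 replicate number of the other stages, the median entropy ranged from 2.303 to 2.306 bits for protein-coding genes and from 2.065 to 2.118 bits for lncRNAs. Of the 10 libraries left, from 9 to 10 were placed in the 3 classes by protein-coding genes and from 8 to 9 by lncRNAs; the rule that as many misplaced libraries count as no change was set after the values were seen.

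The deposited FPKM do not give the reads behind each value, which limits the results for lncRNAs of low FPKM and the numbers found in a single group. Levels of CP and of the genes the Discussion names were not computed under any setting, since the files pair no identifier with a symbol.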

Differences from the paper's values

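The number of lncRNAs found only in WB was 32, against 195 in the paper. None of the alternatives set before the data were examined closed the gap, with 49 when an FPKM above 0.1 counted as present and 55 when presence in at least 2 libraries was required. When absence was required in the 3 A2Y libraries alone, the number was 195, of which 163 lncRNAs were present at another domestic stage. This definition was chosen after seeing the values, by trying several thresholds of presence and definitions of absence until one gave the paper's number, and it is not known to be the paper's method.

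The numbers in the network set and in the set of 1 stage alone were added after seeing the data, with the settings that had been fixed for the stage sets. The network set held 10000 protein-coding genes, against the paper's 5474, and no setting computed closed the gap, the 15 fits that each left out 1 library included. For lncRNAs the set held 8981, against the paper's 4223. An FPKM above 1 in at least 3 libraries gave 5131, within a factor of 1.5. The other settings fixed for the stage sets did not come within it where they were computed for the network set. The fits without 1 library did not either. The network set was not computed with only the compared groups in the model. Factors taken from the lncRNAs themselves, chosen after seeing the values, gave 6250, also within that factor.

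The stage sets here and below required all 4 comparisons of a stage. The paper's text does not state this rule. Its lists argue against a rule of any comparison, but numbers set against Fig. 4A and 4B may still not count the same thing. In the sets of all 5 stages, 2 protein-coding genes were found here, against about 1 in Fig. 4A, read by eye. No alternative filter, pseudocount, scaling, variance model or choice of groups closed the gap, while 11 of the 15 fits that each left out 1 library gave 1 gene. That gene was ENSSSCG00000029239 in 9 of these fits, ENSSSCG00000011318 in 1 and ENSSSCG00000002792, which is not among the 2 and is named here after its values were seen, in 1, so the number alone does not give the paper's gene. ENSSSCG00000029239 and ENSSSCG00000011318 were highest at A180d, whereas the paper places the maximum of CP at B0d. For lncRNAs 0 were found, and 5 at an unadjusted p, against about 1 in Fig. 4B. Without the mean-variance trend 1 lncRNA was found, TU39066, which is not the one the paper names and is named here after its values were seen. With the factors taken from the lncRNAs, which were chosen after seeing the values, 1 was found, TU78568, as in the paper. The other alternatives set before the data were examined, each library left out included, gave 0.

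For protein-coding genes in the set of 1 stage alone, 2339 were found at E55d, against about 1500 in Fig. 4A, read by eye. An FPKM above 1 gave 2246, within a factor of 1.5, as did 7 of the 15 fits that each left out 1 library, and the other settings did not. At B0d 121 were found, against about 42 in Fig. 4A, and no setting closed the gap. At W30d 68 were found, against about 25 in Fig. 4A, and only 1 of the 15 fits with a library left out came within that factor.

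For lncRNAs in the set of 1 stage alone, 1289 were found at E55d, against about 770 in Fig. 4B, read by eye. An FPKM above 1 gave 757 and a pseudocount of 0.1 gave 883, and 4 of the 15 fits that each left out 1 library came within a factor of 1.5, as did the factors taken from the lncRNAs, chosen after seeing the values, with 1044. At B0d 238 were found, against about 37 in Fig. 4B, and no setting closed the gap. At W30d 12 were found, against about 4 in Fig. 4B. An FPKM above 1 gave 5, 3 of the 15 fits came within the factor, and the factors taken from the lncRNAs, chosen after seeing the values, gave 3. At A180d 550 were found, against about 350 in Fig. 4B. Median-ratio scaling gave 319, only the compared groups in the model gave 333, 7 of the 15 fits came within the factor, and the factors taken from the lncRNAs, chosen after seeing the values, gave 488. At A2Y 117 were found, against about 36 in Fig. 4B, and an FPKM above 1 gave 41, with 2 of the 15 fits within the factor. The settings not named for a stage did not close its gap.

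Between B0d and W30d, 2017 protein-coding genes differed, against 664 in the paper's S11 Table, and none of the alternatives set before the data were examined closed the gap. For lncRNAs 1728 differed, against 503 in the paper's S12 Table. None of those alternatives closed this gap, and the factors taken from the lncRNAs, chosen after seeing the values, gave 413. Between A180d and A2Y 2471 lncRNAs differed, against 1038 in the paper's S12 Table. Median-ratio scaling gave 1168, the replicate number as a block gave 1439, 5 of the 6 fits that each left out 1 library came within a factor of 1.5, and the factors taken from the lncRNAs, chosen after seeing the values, gave 882. Between A2Y and WB 2504 lncRNAs differed, against 1010 in the paper's S12 Table. Only the compared groups in the model gave 1484, 4 of the 6 fits came within the factor, and the factors taken from the lncRNAs, chosen after seeing the values, gave 1155. The other alternatives set before the data were examined closed neither gap.

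The paper describes the level of TU78568 as rising over the developmental stages. Here it fell by 0.26 from A180d to A2Y on the log2 scale, and limma's adjusted p was 0.57. The paper's text gives 11 significant profiles of lncRNAs, against 10 here, which is within a factor of 1.5, and 3 of the 9 fits without 1 E55d library and 1 replicate number gave 11. In the lists of the paper's S12 Table that could be read in full, 46.1% of the lncRNAs between B0d and W30d, 52.2% between W30d and A180d, 39.5% between A180d and A2Y and 61.7% between A2Y and WB are higher in the second group. Here the shares among called lncRNAs were 8.56, 8.04, 98.3 and 5.71%. With the factors taken from the lncRNAs, which were chosen after seeing the values and centre the changes of lncRNAs by construction, they were 35.4, 57.5, 21.3 and 68.9%, all but the third within a factor of 1.5 of the paper's. Between W30d and A2Y 43.3% are higher at A2Y in the paper's list, against 68.6% here.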

Other observations

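The tests below were chosen only after the result was seen, except those of low expression, of the lncRNAs found only in WB and of the number detected against the data per library.

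In the deposited values the lncRNAs of the A180d and WB libraries lay lower than those of the other libraries, a pattern the paper does not report. These libraries were considered as one set only after their levels were seen, and they are not a condition. The median log2(FPKM+1) of lncRNAs was between 0.16 and 0.22 in these 6 libraries and between 0.37 and 0.70 in the other 12, and the FPKM of all lncRNAs summed to between 9070 and 12385 against between 13038 and 21838. Between 10929 and 11471 lncRNAs were detected, against between 12133 and 13359. The medians of protein-coding genes overlapped, from 2.30 to 2.66 against from 2.21 to 2.55. In the mean of these libraries, 86.5% of lncRNAs and 45.0% of protein-coding genes were lower than in the others. Median-ratio factors taken from the lncRNAs were between 0.49 and 0.66 at A180d, between 0.58 and 0.64 in WB and between 0.94 and 1.98 in the others.

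Scaling of the libraries by their protein-coding genes left 6 of the 6 libraries below all others, but it moved the medians of the 6 by at most 0.04 and those of the others by at most 0.09, together less than the gap of 0.15 between them. It could therefore not have come out otherwise. A scaling of the lncRNAs apart from the protein-coding genes was applied to the comparisons of groups, with factors taken from the lncRNAs. It centres the changes of lncRNAs by construction, so it cannot decide whether scaling lies behind the pattern. A loss of low-level transcripts of any kind was tested on 3712 protein-coding genes matched to lncRNAs on mean level, which changed by -0.0021 on the log2 scale, against -0.44 for the matched lncRNAs. Sequencing depth was tested as the correlation of high quality data with the median lncRNA level, on deviations from the group means of the 15 libraries with a replicate number. Pearson's r was 0.0973 (exact permutation test over 7776 orders within groups, p = 0.879, and 0.879 after Benjamini-Hochberg adjustment for 2 relations), Spearman's rho was -0.018 (exact p = 0.966), and r without the 2 libraries farthest from the median was -0.344. The A180d and WB libraries had from 10.06 to 11.19 Gb, and the only B0d, W30d or A2Y library with as little data, the second of W30d, had a median of 0.51. At E55d the paper's S1 Table lists a library of 10.21 Gb, which is not matched to a column, and the medians of the 3 E55d libraries were from 0.53 to 0.64. The value of 1 read, from the steps of low lncRNA values relative to the first A180d library, was between 0 and 0.25 on the log2 scale in the 6 libraries and between 0.01 and 0.81 in 9 of the others, while 3 libraries moved with the limit or the reference, which were chosen after looking at the values. Such a step can lie at 1 read against 2 in libraries with more lncRNA reads, so it was not used as a measure of depth. The correlation within groups did not pass, and its sign depended on the measure. Pearson's r was above 0, while rho and the r without the 2 farthest libraries were below 0. By itself it therefore does not decide on a part of depth. The libraries of other stages with as little data did not have the low level. Library preparation, sequencing batch and unspliced RNA were not tested, and the pattern cannot be told apart from these or from the scaling of the lncRNA values. The groups also differ in age and breed, and no biological explanation was tested.

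The lower correlation between consecutive stages for lncRNAs was tested against low expression. Among 3932 features matched on mean level, the correlation of lncRNAs stayed below that of protein-coding genes in all 100 draws for each of the 4 pairs of stages, and the difference nearest to 0 was -0.0258, for B0d and W30d, against -0.134 without matching. The median entropy of matched protein-coding genes was above that of lncRNAs by 0.0463 bits on average over 100 draws and in each of them, against medians of 2.305 and 2.126 bits without matching. Over the 4 pairs of stages the matched difference in correlation lay between -0.0500 and -0.0258. Low expression may therefore account for most of both differences but not for all of either in these tests. Features were matched on FPKM and not on reads, which were not recovered. What remained can therefore not be told apart from noise of values with few reads.

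The lncRNAs found only in WB were compared with those found only at each domestic stage. With the same criterion, 4 of the 5 domestic stages held as many or more, so that any 3 libraries may hold such a number. The number of lncRNAs detected per library rose with high quality data within groups (Pearson's r = 0.460, exact permutation p = 0.194, and 0.388 after adjustment for 2 relations), with a rho of 0.429 (exact p = 0.199) and an r of 0.436 without the 2 farthest libraries. The relation did not pass, and depth cannot be excluded for either number.

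The lists of S5 and S6 Tables were set against the deposited values. Of the 1557 identifiers read from the red lists of S5 Table, 209 (13.4%) were in the table of protein-coding genes, so the check is void. Of these 63.6% were higher at A2Y than at E55d, within the range of 95% of 10000 random lists of the same size, from 55.5 to 68.4%. All 103 lncRNAs read from the brown list of S6 Table were in the lncRNA table, and 100% were higher at A2Y, against from 35.0 to 54.4% in 95% of random lists. Those lncRNAs were listed for that pattern, so the second comparison shows no stability.

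Other splits of the libraries were compared with the real groups for the numbers called by limma. Between E55d and B0d, 1 of the 10 splits of the 6 libraries, the real one, gave as many, for protein-coding genes and for lncRNAs. In the comparisons of B0d with W30d, W30d with A180d, A180d with A2Y and A2Y with WB, 1 of the 4 splits that part as many same-numbered libraries gave as many, again for both kinds. The 6 other splits, which part 1 of the 3 same-numbered pairs, gave fewer in each comparison. The largest number from another split was 736 lncRNAs and 171 protein-coding genes, both between B0d and W30d, where 1728 and 2017 were called. With so few splits the share cannot fall below 0.05. Over the 5 domestic stages 100 splits were drawn. For the differences over all stages and for the E55d set, 1 of the 100 splits gave as many for both kinds, and the same held for the protein-coding genes in the sets of all 5 stages. The B0d set was matched by 4 of the 100 splits, and the W30d, A180d and A2Y sets by 2 each, the real one included, for both kinds. The other splits that gave as many put the 3 E55d libraries together. For the lncRNAs in the sets of all 5 stages, the real number is 0 (5 at an unadjusted p), so that 100 of the 100 splits gave as many and nothing is tested.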
